A study of Xenopus laevis with 6 samples.

How the data were processed

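Hind limb buds of stage 51 X. laevis tadpoles were profiled by RNA sequencing in 3 segments, with 2 pools of 30 hind limbs per segment. Total RNA (1 ug per library) was extracted on columns with DNase treatment and made into libraries with an Illumina TruSeq RNA kit, per the labels' protocols. Segment and replicate number come from the labels, which number the pools of each segment 1 and 2 and give them a colour name. The labels do not say whether same-numbered pools of different segments came from the same limbs, so the pairing of pools by number comes from the labels. A shared difference between pools 1 and 2 was looked for in the counts, and its values are given with the results.

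The authors counted read pairs per gene with featureCounts 2.0.1 in paired-end mode with other settings at their defaults, per the file headers. Strand was therefore not used, and fragments that mapped to several places or overlapped several genes were not counted. Per the file headers the alignments were made against an index whose name refers to HISAT; the aligner version, the genome build and the annotation version are not stated. Values in that table are raw fragment counts, as deposited, and the gene lengths in it are other values in base pairs as the authors' counting tool wrote them. A companion table, deposited by the authors, gives the number of fragments per assignment category and library, also as counts. A further table deposited by the authors gives a log2 fold change and an adjusted p-value per gene and comparison, with the column names of a DESeq2 results table per the file headers. It holds only genes with an adjusted p-value under 0.05, its design is not stated, and its fold changes are positive where the more proximal segment is higher, so signs were reversed here.

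That table of the authors' own calls is the only deposited source that pairs gene IDs with names. It names 6943 gene IDs, of which 6912 passed the filter on low counts. Every statement on named genes, gene lists, gene sets and L and S copies therefore covers only genes already called by the authors in at least 1 comparison. Of 6400 named gene IDs with an Entrez identifier, 6260 were found in a RefSeq gene table for assembly Xenopus_laevis_v10.1, and 85.8% of these had the same symbol. No coordinate of that assembly was used. All per-sample columns were matched to a sample by name.

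Counts were filtered with filterByExpr by segment (minimum count 10, minimum total 15), which kept 27007 of 51061 gene IDs, scaled with TMM factors and tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, robust, this version's default settings). All 6 libraries entered the fit with segment as the only factor, leaving 3 residual degrees of freedom. The common biological coefficient of variation was 0.0948. P-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p-value under 0.05 are called. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Levels are CPM scaled with TMM factors; log2 CPM values used a prior count of 2. Where all libraries of the lower group had 3 or fewer counts, the fold is the mean of the higher group over the highest floor of 3 counts in the lower group, a lower bound. The proximal, distal and tissue lists had been fixed as gene sets, and those with at least 80% of their genes named were tested with camera (limma 3.58.1), two-sided, and adjusted over the 3 sets tested. The remaining patterning genes were tested gene by gene only. Intervals of shares are 95% Wilson intervals.

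Designs, alternatives, gene lists and the rule for naming genes were fixed before the data were examined. The rule names, for distal against proximal, the 5 largest rises and 5 largest falls, and for each other comparison the 3 largest of each. Genes had to have an adjusted p-value under 0.05, the same direction in both same-numbered pairs of pools, at least 1 CPM in the higher segment and a symbol that is no placeholder (LOC, MGC, Xelaev, Xetrov or unnamed). The genes of the limb patterning list were named as well. A result for a gene that the rule selects between medial and proximal is not reported here. In a first pass, provisional names and open reading frame names were also left out, after gene values had been seen; this was undone, which brought XB5727280.S into the named genes. Likewise, a pass with edgeR's bias-adjusted deviances (8065, 6793 and 2131 calls for distal against proximal, distal against medial and medial against proximal) preceded the return to the default setting, and is kept as an alternative.

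Other settings tried, chosen before the data were examined, were RLE size factors, no filter on low counts, at least 10 counts in every library, the replicate block, a non-robust fit, DESeq2 1.42.0, limma-voom, a test against a fold change of 1.5, fits of only the 4 libraries compared, the fry set test, L and S pairs with at least 5 CPM in both copies, and leaving out each replicate in turn as values without a test. Settings chosen after seeing the data were libraries thinned to the smallest total, bias-adjusted deviances, DESeq2 with the replicate block and leaving out the named globin genes. DESeq2 was also run on the genes before filtering, with and without the block, while comparing with the authors' table; those fits are not reported.

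The test was tried on simulated counts drawn from the means and library sizes of these samples, with 200 of 26859 genes changed by known folds. These 200 genes were drawn only from genes with higher counts and were changed at least 2-fold. No difference shared by same-numbered pools was simulated. Recovery of genes with low counts or smaller changes was thus not measured. Far more genes were called in the data, so the shares of unchanged genes need not hold there. Between distal and proximal, edgeR recovered 93.5% of the changed genes, and 9.22% of its calls were unchanged genes, above the nominal share. With the replicate block this share was 16.1%, with DESeq2 12.0% and with limma-voom 11.7%. Between distal and medial the shares were 11.4% for edgeR, 15.6% with the block, 10.4% for DESeq2 and 10.8% for limma-voom. In the simulated comparison of medial and proximal, which held no change, edgeR called 6 genes, and 18 with the block. There DESeq2 called 16 and limma-voom 8. For the test among 3 segments, 17.0% of the edgeR calls were unchanged genes, and 25.3% with the block. DESeq2 gave 17.3% and limma-voom 18.9%.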

Results

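Hind limb buds of wild type Xenopus laevis tadpoles (African clawed frog) were sampled at developmental stage 51 and divided into 3 segments along the axis from body wall to limb tip, called proximal, medial and distal. RNA was extracted from pools of 30 hind limbs, with 2 biological replicate pools per segment (pool 1 and pool 2 below), and each of the 6 sequencing libraries was made from 1 ug of total RNA. The deposited table held fragment counts for 51061 gene IDs, of which 10851 had no count in any library. Fragments assigned to genes numbered 10815041 in proximal pool 1, 35479915 in proximal pool 2, 28485939 in medial pool 1, 28471843 in medial pool 2, 23079754 in distal pool 1 and 14111643 in distal pool 2. The share of fragments assigned ranged from 75.7% to 78.2%. A level of 3 counts, taken as the detection floor, corresponded to 0.283 counts per 1000000 scaled assigned fragments (CPM) in the shallowest library (proximal pool 1) and 0.0840 CPM in the deepest (proximal pool 2). Intervals and floors given here cover counting error only, because amplified fragments without molecular identifiers are not independent molecules. The filter on low counts kept 27007 genes.

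Replicate pools resembled each other more than pools of different segments did. Across genes, the Pearson correlation of log2 CPM was 0.987 between the proximal pools, 0.988 between the medial pools and 0.989 between the distal pools. Between segments it ranged from 0.914 (proximal pool 2 and distal pool 2) to 0.973 (proximal pool 2 and medial pool 2). Genes are not independent replicates, so these correlations describe the libraries and carry no test. As a check for a library deposited more than once, the chi-square statistic of the counts of replicate pools per degree of freedom was 8.51 for proximal, 13.3 for medial and 3.03 for distal, above the value of about 1 of a repeated library. The first principal component held 67.7% of the variance, the second 17.8% and the third 5.71%. On the second, pool 1 had the higher score in each segment (43.8, −37.3 and 12.3 in proximal, medial and distal, against 29.1, −54.0 and 6.01 for pool 2). On the third it had the lower score in each (−19.4, −26.9 and −9.74, against 26.2, 16.2 and 13.5). Between pool 2 and pool 1, in the fit with the pool number as a replicate block, 22 genes were called, and 9.22% of genes had an unadjusted p-value under 0.05.

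**Figure D1:**
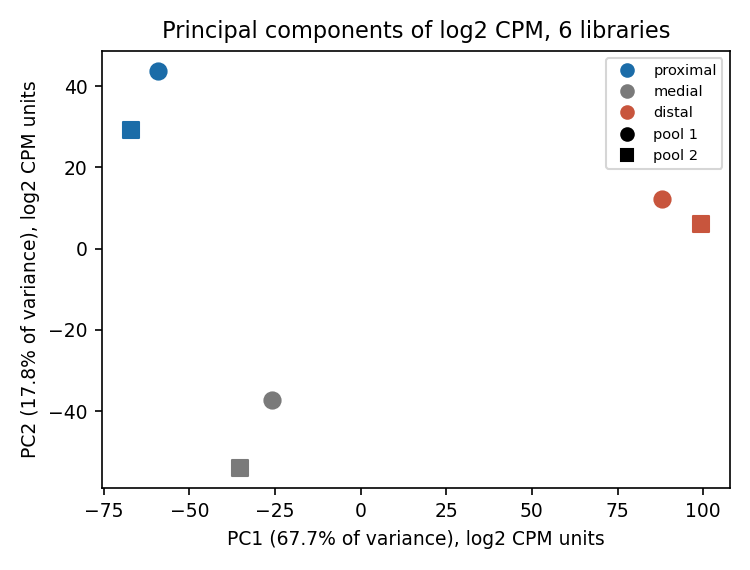
Scores of the 6 libraries on the first (x axis) and second (y axis) principal components of log2 CPM, with segment by colour and pool by marker shape. Distal pools lie at 88.0 and 99.4 on the first component, and the proximal (−59.3 and −67.0) and medial (−25.9 and −35.3) pools at negative scores, separated from each other on the second component.

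The comparison of the outermost segments asked which transcripts differ between the ends of the limb bud. Of 27007 genes tested with edgeR's quasi-likelihood test, 7975 differed between distal and proximal at a Benjamini-Hochberg adjusted p-value under 0.05. Of these, 3668 were higher and 4307 lower in distal. Changes of at least 2-fold were found for 3689 of the called genes, 1229 higher and 2460 lower in distal. With the pool number as a replicate block, 8812 genes were called (4126 higher and 4686 lower), and 7875 genes were called in both fits. The correlation across genes of the deviations of same-numbered distal and proximal pools from their segment means was 0.03. Among the other settings chosen beforehand, the count moved most with a test against a fold change of 1.5, which called 3169 genes.

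The genes named here follow a rule fixed before the data were examined, and each level is a mean CPM ± SD of 2 pools (n = 2). Positions are as given in the deposited count table, whose genome build is not stated. By edgeR log2 fold change, the 5 largest rises from proximal to distal were pnoc.L, hhipl2.L, XB5727280.S (a provisional name), bhlhe23.L and foxf2.S. All but the last of these had 3 or fewer counts in each proximal library, so their folds are lower bounds. pnoc.L (gene16126, chromosome 5L, 153052579 to 153127930, 5 exons listed) reached 3.03 ± 0.39 CPM in distal and was at least 10.7-fold higher than in proximal (edgeR adjusted p = 1.86e-05). The corresponding bounds were 8.32-fold for hhipl2.L, 7.77-fold for XB5727280.S and 7.08-fold for bhlhe23.L. foxf2.S (gene46836, chromosome 6S, 65879576 to 65891024) rose from 0.19 ± 0.27 to 29.5 ± 0.91 CPM, a log2 fold change of 8.30 (SE 0.85, edgeR adjusted p = 0.00168 without and 0.0186 with the replicate block). Its proximal libraries held at most 4 counts. With a pseudocount of 0.1 CPM, the log2 ratio was 5.98 between the pools numbered 1 and 8.18 between those numbered 2. The size of this rise is therefore uncertain.

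The 5 largest falls by edgeR log2 fold change, which is not the order of the lower bounds, were fshr.L, irx5.L, ankrd55.L, nmu.S and igsf10.S, each with 3 or fewer counts in both distal libraries. irx5.L (gene42670, Scaffold116, 180450 to 183863) fell from 38.3 ± 4.05 CPM in proximal to 0.034 ± 0.048 CPM in distal, at least 189-fold lower (edgeR adjusted p = 5.29e-09). igsf10.S (gene35757, chromosome 5S, 98770244 to 98788326) fell from 43.5 ± 6.17 to 0.068 ± 0.096 CPM, at least 215-fold lower (edgeR adjusted p = 1.31e-08). The remaining 3 genes were less abundant in proximal, and the bounds were 35.5-fold for fshr.L, 24.6-fold for ankrd55.L and 22.2-fold for nmu.S. None of these 10 genes changed direction or lost its call under the replicate block.

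Across the outer boundary, between distal and medial, 6753 genes were called, 3267 higher and 3486 lower in distal. At least 2-fold changes were found for 2842 of them, 1111 higher and 1731 lower. The replicate block gave 7864 genes (3920 higher and 3944 lower), 6706 of them shared with the fit without it, and the same-number correlation was 0.05. By edgeR log2 fold change the 3 largest rises were evx2.S, slc38a8.L and foxl1.L, none of which had more than 3 counts in a medial library. evx2.S was at least 44.2-fold higher in distal (4.87 ± 0.67 CPM, edgeR adjusted p = 1.93e-06), slc38a8.L at least 11.1-fold and foxl1.L at least 10.03-fold. The 3 largest falls were nmu.S, tbx22.L and myocd.L, again with 3 or fewer counts in each distal library. tbx22.L (gene47832, chromosome 8L, 43312415 to 43325973) was at 10.9 ± 1.68 CPM in medial and at least 54.1-fold lower in distal (edgeR adjusted p = 2.07e-07). Its proximal level was 4.57 ± 0.59 CPM. The bounds were 12.3-fold for nmu.S and 6.48-fold for myocd.L.

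Across the inner boundary, between medial and proximal, 2053 genes were called, 736 higher and 1317 lower in medial. A change of at least 2-fold was found for 977, of which 251 were higher and 726 lower. Here the same-number correlation was 0.20, the highest of the 3 comparisons, and the fit with the replicate block called 2629 genes (982 higher and 1647 lower), of which 2029 were called without it. pax9.L (gene13748, chromosome 8L, 86054516 to 86085692) rose from 0.27 ± 0.02 CPM in proximal to 5.42 ± 0.48 in medial, a log2 fold change of 4.36 (SE 0.26, edgeR adjusted p = 1.95e-06). Its distal level was 17.8 ± 1.38 CPM. a2ml1.L rose by a log2 fold change of 4.15 (SE 0.53), with an edgeR adjusted p of 0.00928 that became 0.0961 with the block. The 3 largest falls, ocm4.4.L, slc25a4.L and sstr3.L, had 3 or fewer counts in each medial library and were at least 14.7-fold, 13.2-fold and 12.4-fold lower. The proximal pools differed widely for ocm4.4.L (1.62 ± 1.35 CPM), whose edgeR adjusted p was 0.0401 without and 0.246 with the replicate block.

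In a single test of any difference among the 3 segments, 8177 of 27007 genes were called by edgeR, and 9465 with the replicate block. For 4710 of the 8177 genes (57.6%) the mean medial level lay between the other segments. Random order would give 33.3%, but these genes were selected for differing among segments, and distal was highest or lowest for 7484 of them. Among those, medial lay between for 62.9%, where random order would give 50%. Levels fell from proximal through medial to distal for 2481 genes and rose for 2229. The most frequent other order, distal lowest and medial highest, held for 1543 genes, followed by medial lowest and distal highest for 1231. Only 1182 genes were called in both adjacent comparisons. Of these, 474 fell at each boundary, 192 rose at each, 324 peaked in medial and 192 had their lowest level there.

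A list of 77 limb patterning genes was written before the data were examined. The authors' deposited table named 66 of them, as 111 gene copies, since X. laevis is an allotetraploid whose subgenomes carry homeologous copies marked L and S. All of these names belong to genes the authors had called in some comparison, so the number called here shows no stability. Between distal and proximal 106 of the 111 copies were called (108 when adjusted over the list alone, 106 with the replicate block), 65 higher and 41 lower in distal. Among proximal genes, irx3.S fell from 155 ± 8.52 CPM in proximal through 11.8 ± 0.43 in medial to 1.87 ± 0.07 in distal (log2 fold change −6.36, SE 0.13, edgeR adjusted p = 4.13e-10). meis2.L fell from 250.4 ± 14 through 60.2 ± 1.68 to 28.9 ± 2.83 CPM, a distal to proximal log2 fold change of −3.12 (SE 0.11). shox2.S stood at 145 ± 4.61, 77.9 ± 3.40 and 4.53 ± 0.97 CPM in the 3 segments, so that most of its fall lay across the outer boundary (−4.07 there and −0.90 across the inner one). alx4.L followed the same course, with −3.92 and −0.86.

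Distal levels exceeded proximal ones for 30 of the 31 copies of the distal genes on that list. hoxa13.L rose from 12.5 ± 1.83 in proximal and 8.54 ± 4.68 in medial to 206 ± 6.59 CPM in distal, with no detectable difference between medial and proximal (log2 fold change −0.52, edgeR adjusted p = 0.646). hoxd13.L rose in steps, from 2.90 ± 1.77 through 11.2 ± 1.35 to 128 ± 14.4 CPM (distal to proximal log2 fold change 5.75, SE 0.33, edgeR adjusted p = 6.34e-05). fgf8.L (gene937) reached 30.0 ± 3.19 CPM in distal against 1.57 ± 0.32 in proximal. By contrast sp9.L fell from 7.17 ± 1.75 to 2.998 ± 0.35 CPM (log2 fold change −1.22, SE 0.21). hoxa11.L was higher in both outer segments, at 116 ± 9.25 CPM in medial and 96.7 ± 5.49 in distal against 30.5 ± 3.56 in proximal. No difference between medial and distal was detected (distal to medial log2 fold change −0.27, SE 0.10, edgeR adjusted p = 0.0858). shh.L rose from 4.68 ± 3.41 to 43.2 ± 5.51 CPM, with an edgeR adjusted p of 0.00883 without and 0.0615 with the replicate block. Exons of fgf8.S, meis1.S, wnt5a.S, lhx9.S, bmp2.S, gli1.S and zbtb16.L overlap another annotated gene, and fragments overlapping several genes were not counted, so the values of these copies are uncertain.

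**Figure D2:**
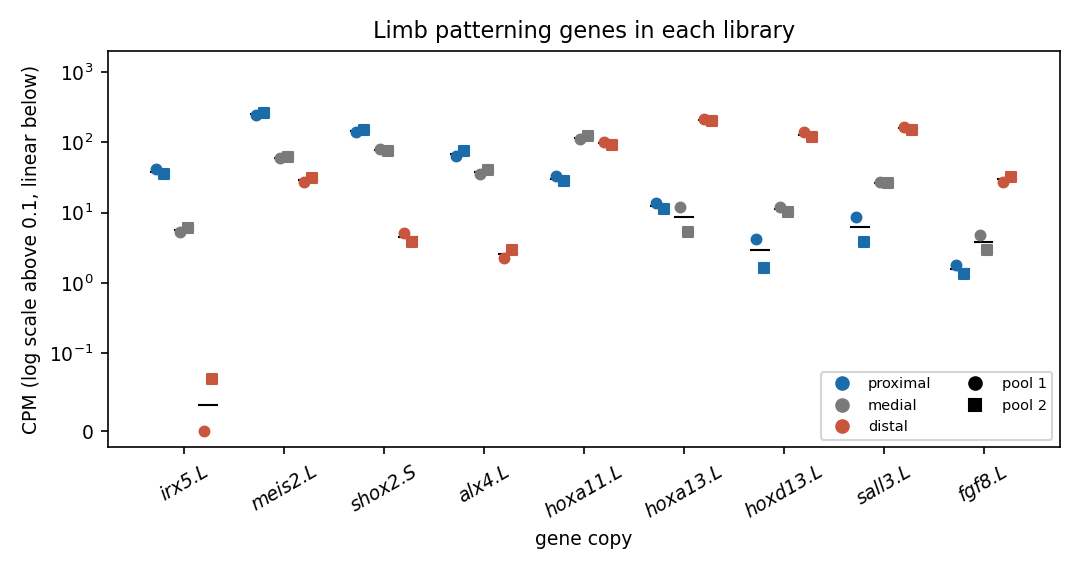
CPM (y axis, logarithmic above 0.1 and linear below) of 9 gene copies from the limb patterning list (x axis) in each library, coloured by segment with the pool as marker shape; the short bar is the mean of 2 pools. irx5.L, meis2.L, shox2.S and alx4.L are lowest in distal, hoxa13.L, hoxd13.L, sall3.L and fgf8.L highest in distal, and hoxa11.L is lowest in proximal.

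Gene sets were tested with camera against the 6912 named genes that passed the filter. The proximal list had a median distal to proximal log2 fold change of −2.84 over 24 copies (20 lower, adjusted p = 1.14e-15, and 1.86e-15 with the replicate block). The distal list had a median of 1.60 over 31 copies (30 higher, adjusted p = 1.24e-13, and 2.7e-14 with the block). A list of blood genes had a median of −4.13 over 20 gene IDs, all lower in distal (adjusted p = 1.33e-06, and 8.08e-05 with the block). The correlation between genes was left at camera's default and not estimated from these data. The sets hold L and S copies, which tend to change together, so the camera p-values may be too small. The fry test gave adjusted p-values of 2.95e-04 for the proximal list, 0.00109 for the distal list and 0.00337 for blood. Of 7 tissue lists only blood had at least 80% of its genes named, and the other 6 were not tested.

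The named globin genes, 12 gene IDs, took 3.16% of assigned fragments in proximal pool 1 (95% Wilson interval 3.15% to 3.17%) and 4.45% in pool 2 (4.45% to 4.46%). In medial they took 5.63% (5.63% to 5.64%) and 6.60% (6.59% to 6.61%), and in distal 0.276% (0.274% to 0.278%) and 0.139% (0.137% to 0.141%). The segment means were 3.81 ± 0.91% in proximal, 6.12 ± 0.68% in medial and 0.21 ± 0.10% in distal (SD, n = 2). Globin copies are near-identical and fragments mapping to several places were not counted, so the value of a single globin gene is uncertain.

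**Figure D3:**
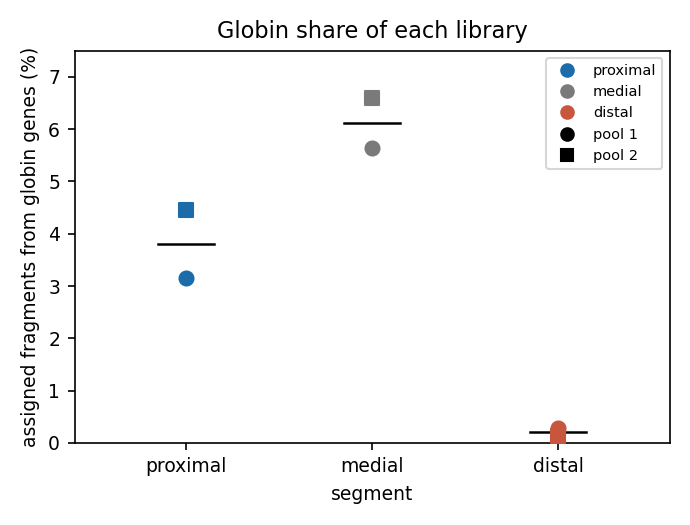
Share of assigned fragments from named globin genes (y axis, percent) in each library by segment (x axis), with the pool as marker shape and the mean of 2 pools as a bar. Proximal pools lie at 3.16% and 4.45%, medial pools at 5.63% and 6.60%, and distal pools at 0.276% and 0.139%.

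For 1189 genes, both the L and the S copy were named and passed the filter. Their distal to proximal log2 fold changes correlated across genes with a Spearman rho of 0.76 (95% bootstrap interval 0.72 to 0.80 over genes, which are not independent replicates), and with the same rho of 0.76 under the replicate block. The highest rho in 1000 random pairings of L and S copies was 0.10. Names exist only for genes the authors had called, so genes with a copy they never called are left out. This selection can raise the agreement between copies, and random pairing does not correct for it. In 981 pairs both copies were called, 892 in the same direction and 89 in opposite directions, and in 28 of the 89 both copies changed at least 2-fold. aldh1a2, on the patterning list, was among the opposite pairs: aldh1a2.L fell from 102 ± 5.37 to 15.7 ± 0.70 CPM (log2 fold change −2.70, SE 0.11), whereas aldh1a2.S rose from 7.499 ± 1.79 to 12.7 ± 0.62 CPM (0.70, SE 0.17, edgeR adjusted p = 0.00837). Both copies were lowest in medial (8.09 ± 1.17 and 3.85 ± 0.16 CPM) and were called in the same direction across each boundary, with log2 fold changes from proximal to medial of −3.66 for L and −1.01 for S and from medial to distal of 0.96 and 1.71.

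**Figure D4:**
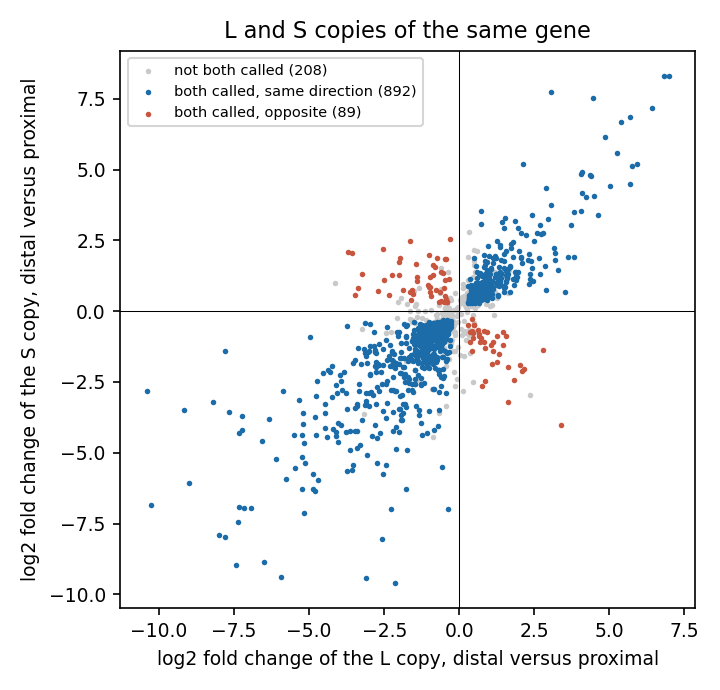
Distal to proximal log2 fold change of the L copy (x axis) against that of the S copy (y axis), 1 point per gene, for 1189 genes. Of the 981 pairs with both copies called, 892 changed in the same direction and 89 in opposite directions.

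The authors' deposited table listed 5873 genes for distal against proximal, 4666 for distal against medial and 1540 for medial against proximal, each with the authors' adjusted p under 0.05. Of the genes in the authors' deposited table, 97.5%, 97.6% and 93.7% respectively were also called here, and 2250, 2200 and 610 genes were called here only. No gene present in both had opposite signs in the authors' deposited table and here.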

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

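All tests in this part were chosen after the results they bear on had been seen. Groups of 2 pools are too small to test a single pool against its group.

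Fragments that mapped to several places were not counted by the authors, and no comparison above uses them. They made up 6.24 ± 0.31% of fragments in proximal, 6.84 ± 0.30% in medial and 5.53 ± 0.03% in distal (SD, n = 2), a difference between the medial and distal means of 1.30 percentage points. Depth does not account for it: the proximal pools, the least and the most deeply sequenced libraries, differed by 0.441 percentage points. A candidate explanation is fragments from near-identical globin copies, since the segments have the same order for the globin share. A line through the 4 proximal and medial libraries has a slope of 0.28 points per percent of globin fragments, and the distal pools lie up to 0.369 points above it. The distal pools form a separate cluster on the globin share, so the relation cannot be tested over all 6 libraries, and the pattern cannot be told apart from this explanation. A difference between segments in other multicopy transcripts was not tested.

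Fragments outside annotated exons, also not used in any comparison above, made up 12.4 ± 0.23% in proximal, 12.3 ± 0.38% in medial and 10.99 ± 0.41% in distal (SD, n = 2). The proximal and distal means differed by 1.39 percentage points, and the proximal pools by 0.320 points, so depth does not account for the difference. Unspliced transcripts, genomic DNA and unannotated exons were not tested as sources, and no biological explanation was tested.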

How the results depend on the processing

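Of 100 alternative values of the main results, 87 stayed on the same side of their threshold or within the spread set for them, and 13 moved. For numbers of genes this spread was wide, up to 1.5-fold above or below the main number. The 4701 DESeq2 calls between distal and medial, against 6753, lay within it. So did 3058 calls between medial and proximal with no filter on low counts, against 2053. No main result reversed. A test against a fold change of 1.5 called 3169 genes for distal against proximal, 2211 for distal against medial and 668 for medial against proximal. Thinning all libraries to the smallest total, chosen after seeing the data, called 5300, 4181, 1181 and, among the 3 segments, 5399 genes, of which 5111, 3927, 1077 and 5152 were also called at full depth. Depth thus limits how many genes are called. DESeq2 with the replicate block, also chosen after seeing the data, called 4265 genes for distal against medial. DESeq2 without it called 5911, 4701 and 1561 genes in the 3 comparisons and limma-voom 8094, 6921 and 2179. Requiring 10 counts in every library lowered the numbers of genes at least 2-fold apart, counted without a test, to 2296, 1771 and 649 from 4386, 3604 and 1705. This filter removes genes that are absent from a segment.

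The replicate block raised the edgeR counts to 8812, 7864 and 2629 genes and to 9465 among the 3 segments. In DESeq2 it lowered them to 5378, 4265 and 1370. In the simulated counts, which held no shared difference between pools, the block also raised edgeR's calls. Between distal and proximal they rose from 206 to 224, and the share of unchanged genes among them from 9.22% to 16.1%. Higher edgeR counts with the block are therefore no sign of a shared pool difference. Why the DESeq2 counts fell was not tested. Same-numbered pools deviated together with r = 0.03, 0.05 and 0.20. The share of segment-dependent genes with a medial level between the others was 55.2% with no filter on low counts and 56.2% with the replicate block, against 57.6%.

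Leaving out each replicate in turn, with no test, gave from 4524 to 4746 genes at least 2-fold apart between distal and proximal, from 3486 to 4419 between distal and medial and from 1789 to 2446 between medial and proximal. The L and S correlation ranged from 0.756 to 0.764 across these fits. The proximal, distal and blood sets kept their direction and their side of the threshold under RLE size factors, both filters, the replicate block and the fry test, with adjusted p-values up to 2.95e-04, 0.00109 and 0.00337.

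Of 132 single-gene results, 3 lost their call under the replicate block (a2ml1.L, ocm4.4.L and shh.L) and 1 gained it (dlx5.L); RLE size factors changed no call. When a replicate was left out, 34 of 528 values moved by more than the spread between pools, and none changed direction.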

Other observations

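Of the tests in this part, those on exon length, on genes that follow the globins, on low counts, on overlapping exons and on the choice of tool were written before their results were seen, and the others after. The readings of the tests on low counts, on overlapping exons and on the choice of tool, and of that on other erythroid genes, were revised after their values were seen. That of the test on genes that follow the globins was changed to undecided and then returned to the rule first written, both after its value was seen. For low counts the comparison among pairs with 2-fold changes was added then, and by the rule first written, on all pairs, low counts would have been ruled out. The tests on the spread between the proximal pools and on scaling replaced earlier ones, which had ruled out both explanations.

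More genes were called across the outer boundary (6753) than across the inner one (2053), a ratio of 3.29. Thinning all libraries to the smallest total gave a ratio of 3.54, so depth does not account for it. With the named globin genes left out the ratio was 3.31. In 3 equal groups of genes by exon length it was 4.03, 3.46 and 2.79 from short to long. More genes were thus called across the outer boundary in each group, so length bias alone does not account for the pattern. Why the ratio differs between these groups was not tested. Without a test, the ratio of the numbers of genes at least 2-fold apart was 2.11, and it was 2.02 without proximal pool 1 and 1.47 without proximal pool 2, where proximal rests on the shallowest library. A larger spread between the proximal pools is therefore not excluded as part of the pattern. Leaving out 2253 genes on the blood list or with levels following the globins across libraries (correlation above 0.9) gave 4250 and 1865 calls and a ratio of 2.28. Such genes are low in distal by selection, so a lower ratio was built in, and more genes were still called across the outer boundary. Blood carried in the pieces therefore does not account for the whole pattern, and its share in the size of the ratio is not known. Where the tissue was divided is not known from the labels, and pieces of unequal length or cell mixtures other than blood could not be tested. A hypothesis, not separated from the spread between pools or from the explanations not tested, is that the transcript programme changes more across the outer boundary than across the inner one at stage 51.

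Blood transcripts were lower in distal, and their differences between pools ran in opposite directions in the segments. The log2 ratio of pool 2 to pool 1 of the summed globin CPM was 0.45 in proximal, 0.21 in medial and −1.005 in distal. For the summed CPM of 12 other erythroid gene IDs on the blood list it was 0.59, 0.46 and −0.96, the same direction as the globins in 3 of 3 segments. Taken singly, 11 of the 12 had the direction of the globins in proximal, 11 in medial and 9 in distal. These 12 gene IDs are all copies of alas2, epb42, gata1, nfe2 or slc4a1, so they are not 12 independent genes. The most abundant 3 gene IDs, copies of slc4a1 and alas2, made up 22.9%, 20.2% and 19.9% of the sum. The shared direction is thus not confined to the globins or to these 3 gene IDs, though some of the others are copies of the same genes. With 2 pools per segment, this test leaves the cause of the differences between pools open. All 12 globin and all 12 other erythroid gene IDs were lower in distal than in proximal, with median log2 fold changes of −4.21 and −4.07. The median of the blood list minus that of all genes tested was −4.13 on the log2 scale, and a library factor moves every gene alike, so scaling does not account for the fall. Blood cells carried in the pieces in varying amounts are a candidate explanation, and the data cannot separate a less vascular distal tip from blood lost or retained during dissection. The difference between segments in the pool effect was not tested.

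The 89 pairs of L and S copies called in opposite directions were 9.07% of the 981 pairs with both copies called. Among pairs with at least 5 CPM in both copies the share was 7.81% (55 of 704), and among the others 12.3% (34 of 277), so most of the opposite pairs are not low in counts. Among pairs with at least 2-fold changes in both copies the dependence was stronger: 3.32% of 211 pairs with at least 5 CPM in both copies were opposite, against 9.55% of 220 others. Of the 28 opposite pairs of this size 21 had a copy under 5 CPM, so low counts are not excluded as a source of the larger opposite changes. Overlap of the exons of a copy with another gene, where fragments are lost because those overlapping several genes were not counted, was found in 7 of the 89 opposite pairs (7.87%) and in 14.01% of the same-direction pairs (two-sided Fisher's exact test, p = 0.141). It is no more frequent in the opposite pairs and does not account for them. DESeq2 called 78 of the 89 pairs in opposite directions too, and 26 of the 28 with at least 2-fold changes in both copies; since names exist only for genes the authors had called, that agreement could hardly have failed. In simulated data 9.22% of calls were unchanged genes, a share that need not hold here. Some of the smaller opposite changes may be false calls. Fragments shared between L and S copies were not tested. The opposite pairs were ranked, after their values were seen, by the smaller absolute change of each pair. The first by this order were gpm6a (log2 fold change 3.40 for L and −4.03 for S), tmem37 (−2.55 and 2.20) and tmc3 (−3.69 and 2.09), each with an S copy under 5 CPM. That these homeologous copies have come to be used at different ends of the limb bud is a hypothesis that these tests leave open.

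Muscle genes could not be tested as a set, with 55.6% of the list named. The summed CPM of 8 contractile gene IDs was 39.0 and 69.8 in proximal pools 1 and 2, 15.1 and 17.9 in medial, and 23.3 and 7.77 in distal. For 7 gene IDs of muscle progenitors and regulators it was 21.8 and 22.7, 15.5 and 17.5, and 3.55 and 3.58. The ratio of distal pool 1 to distal pool 2 was thus 3.003 for contractile genes and 0.991 for progenitor genes. In proximal, the ratio of pool 2 to pool 1 was 1.79 for contractile and 1.04 for progenitor genes. Differentiated muscle carried into single pools may explain these differences, but the pattern was noticed in these genes and there are 2 pools per segment, so it cannot be told apart from variation between pools. ocm4.4.L and slc25a4.L, among the largest falls from proximal to medial, also varied between pools of distal (0.68 ± 0.58 and 0.41 ± 0.48 CPM, n = 2).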
